A study of Mus musculus with 4 samples. Its data were reported in "The mouse neonatal small intestine is regionally specialized for protein absorption and transepithelial transport" (2025).

How the data were processed

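Epithelium of the jejunum and of the ileum of 2 wild-type mice at postnatal day 6 was measured by single-cell RNA sequencing in 4 libraries, 2 per region. The labels name 1 mouse as male in batch 1 and the other as female in batch 2. In the titles each mouse has its own number with a letter for the region, and the series design states that both segments came from the same mouse, so replicate 1 of each region is the mouse labelled male and replicate 2 the mouse labelled female. Mouse, labelled sex and batch are therefore the same split of the libraries and cannot be told apart. Both regions were measured in each mouse. The split of the libraries by mouse was fitted only to rank genes, as a reference for shared direction between the classes. Other differences between the mice are described without a test.

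The authors released the epithelium with EDTA, dissociated it with dispase, captured cells by templated emulsification (PIPseq), made 3′ libraries and counted them with PIPseeker at its sensitivity level 3. The deposited matrices hold UMI counts per gene and called cell, that is, numbers of distinct RNA molecules by their barcodes. All their values were whole numbers, and cells beyond the later limits on genes and mitochondrial share were still present. The genome build and the annotation behind the counts were not stated for these libraries, so genes are given by the symbols and identifiers of the feature lists and no coordinates are given. Reads that fit near-identical gene copies, such as the osteocalcin genes (Bglap, Bglap2 and Bglap3), the Serpina1 genes, Reg3b and Reg3g, or ribosomal protein genes and their pseudogenes, can be lost or assigned to the wrong copy, so values of single members of such families are uncertain.

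Following the limits the authors describe, genes seen in at least 3 cells, and cells with 1000 to 6000 genes and a mitochondrial share under 20%, were kept. Scrublet in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) scored doublets per library with an expected share of 6%. Few cells passed its automatic threshold, so cells were not removed in the main analysis, and leaving out the marked cells and leaving out the highest 6% of scores per library were tried. Seurat 5.3.0 in R 4.3.3 normalized the counts, took 2000 variable genes, computed 50 principal components, integrated the 4 libraries by canonical correlation analysis (CCA) and clustered 30 components at resolution 1 into 22 clusters.

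Clusters were named from marker lists written in advance. A class other than enterocyte needed at least 3 of its markers, each seen in 10% or more of the cluster's cells and over 1 log2 unit above the other cells (with 5 CPM added, CPM being counts scaled to a common library total). An enterocyte-like cluster needed 3 enterocyte markers in at least 50% of its cells with a mean log2 fold above -1. These thresholds were set after the data had been seen. A cluster whose 10 leading genes held more markers of another class than of its own was left unnamed, and unnamed cells entered no class. The names rest on RNA alone, so classes are called enterocyte-like, stem/progenitor-like, goblet-like, enteroendocrine-like and immune-like.

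For tests between regions the library was the unit. UMI counts were summed per library and class, genes with low counts were removed by edgeR's filterByExpr, TMM factors were computed, and the ileum was compared with the jejunum by the quasi-likelihood test of edgeR 4.0.16 with region as the only term. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and the number with a log2 fold change over 2 in size is given beside them. A positive log2 fold change means higher in the ileum. The difference between classes was tested as the interaction of region and class over 8 sums, with the library as a block. A list of 35 genes taken from the study's text was also adjusted over the list alone, of which 34 were in the feature lists. The study chose some of these genes with the help of the same libraries.

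Named genes are those of the list and, in each of the enterocyte-like and stem/progenitor-like comparisons, the 5 called genes with the highest and the 5 with the lowest log2 fold change among those with a mean of at least 20 CPM in the higher region, the same direction in both mice and a symbol other than a gene-model name. Any other gene named was singled out after its values were seen. In all, 8 gene sets were written by hand and tested with camera of limma 3.58.1 at its preset correlation between genes of 0.01. They were lysosome (74 genes), fat digestion and absorption (30), PPAR targets (37), complement (40), sterol synthesis (21), apical endocytosis (27), transcytosis and recycling (29) and ribosomal proteins (78).

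Shares of cells per class were given with Clopper-Pearson exact 95% intervals. The stem/progenitor-like share was compared by an exact permutation test over the 3 ways to split 4 libraries into pairs, so its p-value cannot fall below 0.333. For neighbour mixing, equal numbers of cells per library were placed in 30 principal components without integration, and the sources of the 30 nearest neighbours of each cell were counted (scikit-learn 1.9.0). Shares of cells with a UMI were computed after each cell was thinned to 2000 UMIs, with cells below that left out. For the villus axis, enterocyte-like cells thinned to 2000 UMIs were ranked within each library by the score of 10 villus tip genes minus that of 10 villus base genes and split into 5 equal parts, here quintiles. Region genes per quintile were tested in sums of 801 cells and 1602000 UMIs per library. Plots were drawn with matplotlib 3.10.9.

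Pairing was checked once in the data. Over the 19610 genes tested in enterocyte-like cells, the deviation of an ileal library from its region's mean correlated with that of the jejunal library of the same number at 0.273 (stem/progenitor-like, 0.213). The tests without the animal were kept as the main ones, as fixed in advance, and the animal as a block was an alternative. The tests were tried on simulated data with 200 changed genes, at the same depths and with 1 common spread for all genes. The simulated libraries had no difference between mice and no correlation between genes, so the results of this trial need not hold for the data. The enterocyte-like test recovered 145 of 197 changed genes that it tested (73.6%; 96.3% of those with a log2 change of 2 or more) and called 2 unchanged genes. The stem/progenitor-like test recovered 172 of 199 (86.4%) and the interaction test 115 of 200 (57.5%), while in the same simulation DESeq2 recovered 71.1% in enterocyte-like sums and 75.9% in stem/progenitor-like sums. A simulated shift of 0.5 on the log2 scale in 1 set had an adjusted p of 1.1e-19 by camera, 0.0581 by fry and 0.0532 by camera with the correlation estimated from the data, and none of the 7 other sets was called.

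The tests, gene lists, gene sets, the naming rule for genes and 55 alternatives were fixed before the data were examined, and 24 alternatives were added afterwards. The alternatives were median-ratio (RLE) factors, no filter on low counts, the Wald test of DESeq2 1.42.0, the animal as a block, leaving out each library, both treatments of doublets, no upper limit on genes, a mitochondrial share under 10%, equal depths, resolutions 0.5 and 2, no integration, integration over the 2 mice instead of the 4 libraries, clustering without region genes, fry, and other settings of neighbours, thinning and scores. The study's bulk RNA sequencing, imaging and animal experiments were not used here. Pathway databases were not used, and no p-value was computed where leaving out a library left 1 library in a region.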

Results

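The 4 libraries held 36202 called cells and 378810858 UMIs, of which 256467504 came from the ileum and 122343354 from the jejunum. After filtering, 30522 cells remained: 7300 and 8502 in ileum replicates 1 and 2, and 8997 and 5723 in jejunum replicates 1 and 2 (81.5%, 87.6%, 89.96% and 75.9% of the called cells). Median depth was higher in the ileum, at 12048 and 10916 UMIs per kept cell against 4690 and 5884 in the jejunum. The median mitochondrial share was 3.61% and 3.74% in the ileum and 6.37% and 9.94% in the jejunum, and 19.5% of the called cells of jejunum replicate 2 were removed by the mitochondrial limit. The upper limit on genes was exceeded by 18.3% and 11.6% of called cells in the ileum, against 1.35% and 3.34% in the jejunum. At an equal 2000 UMIs per cell, enterocyte-like cells had means of 1373 and 1361 genes per cell in the ileum and 1265 and 1228 in the jejunum. Depth and mitochondrial share thus went with region in both mice, and region comparisons are given with equal depth and a stricter mitochondrial limit where these were tried. Scrublet marked 1, 1, 1 and 3 kept cells as doublets, far below its expected 6%, so doublets within or between classes may have remained undetected.

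**Figure D1:**
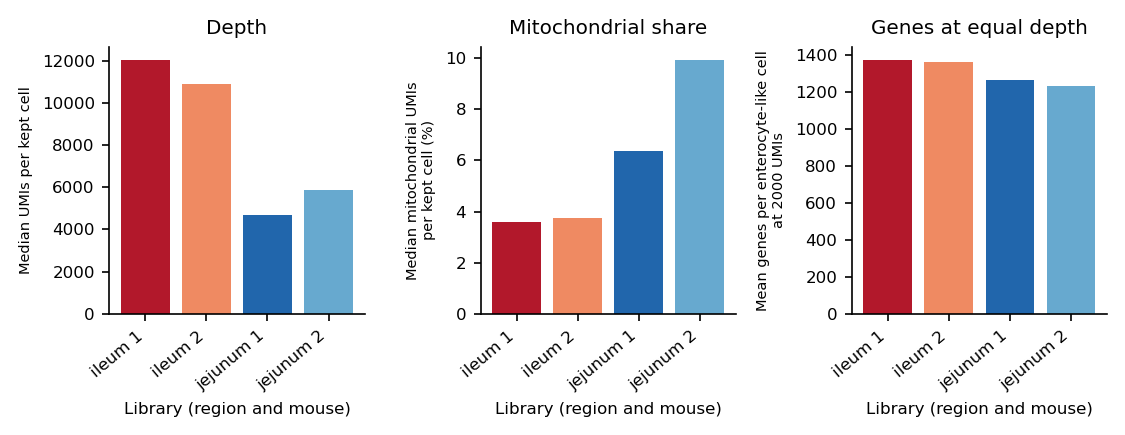
Median UMIs per kept cell, median mitochondrial share per kept cell and mean genes per enterocyte-like cell at 2000 UMIs in each of the 4 libraries.

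Sex-linked genes were checked first. Xist was at 575 and 466 CPM in the ileum and jejunum of the mouse labelled male, and at 0.706 and 0.907 CPM in the mouse labelled female. The Y-linked gene Eif2s3y was at 0.0115 and 0.119 CPM in the mouse labelled male and at 88.1 and 67.01 CPM in the mouse labelled female, and Kdm5d was at 0.505 and 0.850 against 17.6 and 12.9 CPM. Uty was at 1.26 CPM in ileum replicate 1 but at 142 CPM in jejunum replicate 1 (127 and 78.2 CPM in the mouse labelled female), and Ddx3y was at 113 and 84.7 CPM in the mouse labelled male against 235 and 190 CPM. By Xist and Eif2s3y, all 4 libraries went against their sex label, and the libraries of each mouse went together. Both regions were measured in each mouse, so the labels of sex enter no value below.

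At the main resolution, enterocyte-like cells made up 82.3% and 85.9% of kept cells in the ileum and 80.8% and 73.4% in the jejunum (6006, 7305, 7265 and 4200 cells). Unnamed cells made up 9.59% and 7.01% in the ileum and 12.1% and 16.8% in the jejunum. They formed 2 clusters with enterocyte markers, left unnamed because their leading genes held a marker of tuft or goblet cells, by thresholds set after the data had been seen. With both added, enterocyte-like cells were 6706 of 7300 and 7901 of 8502 cells in the ileum. In the jejunum they were 8354 of 8997 and 5159 of 5723, so the order of the regions then differed between the mice. Cluster sizes depend on genes that differ between the regions, so shares are also given from clustering without the genes called between regions. There no cells were left unnamed, and the mean enterocyte-like shares were 91.6% in the ileum and 90.2% in the jejunum, against 84.1% and 77.1% in the main clusters. Without integration they were 61.9% and 77.7%, the largest move among the alternatives tried, so the higher ileal share depended on the clusters. The exact (Clopper-Pearson) intervals below cover counting error only, not the spread between mice or capture.

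Stem/progenitor-like cells made up 6.26% (95% interval 5.72% to 6.84%) and 5.78% (5.29% to 6.29%) of ileal cells and 5.87% (5.39% to 6.37%) and 8.47% (7.77% to 9.23%) of jejunal cells. The region means were 6.02 ± 0.343% and 7.17 ± 1.84% (mean ± SD, n = 2 libraries), a difference of -1.15 percentage points (exact permutation p = 0.667, with 0.333 the smallest p possible). Without jejunum replicate 2 the difference was 0.149 points. Integration over the mice instead of the libraries moved it most, to -5.70 points (exact permutation p = 0.333), but there a cluster of 977 cells led by Celf2 and Ccnb1ip1, with 0 markers of the class among its 10 leading genes, took the name, and without it the means were 5.87% and 5.89%. In clusters formed without region genes the means were 7.29% and 8.69% (exact permutation p = 0.667), or 6.92% and 7.45% without such a cluster of 224 cells.

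Goblet-like cells were few, at 3 and 3 cells in the ileum and 9 and 6 in the jejunum, or 0.0382 ± 0.0041% against 0.102 ± 0.0034%, and 0.0382% against 0.0969% without region genes. At a mitochondrial share under 10% the goblet-like shares were 0.0402 ± 0.0036% and 0.149 ± 0.035%. With no upper limit on genes per cell the name also went to a cluster of 523 cells led by Lars2 and Gphn, with 0 goblet markers among its 10 leading genes. The shares of 1.06% and 2.03% found there are therefore not taken as goblet cells, and 20 cells were in the cluster led by goblet markers. Enteroendocrine-like cells made up 0.924 ± 0.126% of ileal and 0.780 ± 0.034% of jejunal cells (0.911% and 0.774% without region genes), but 0.974% and 1.27% at a mitochondrial share under 10%, the alternative that moved their difference most. Immune-like cells made up 0.623 ± 0.282% and 0.447 ± 0.035%, but 0.126% and 0.234% in clusters formed without region genes, so their order depended on the clusters. Clustering without integration moved this difference most, to 0.113% and 0.228%, and at resolution 0.5 no cluster was named goblet-like or immune-like. No cluster was named Paneth-like in the main clusters. This sets no limit on their share, since scattered cells need not form a cluster of their own. Clustering without integration gave the name to a cluster of 317 cells, 314 of them in jejunum replicate 1, with Defa17 and Defa24 beside Lars2, Gphn and Cdk8 among its leading genes.

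In enterocyte-like cells, 1324 of 19610 genes tested differed between regions by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 2 libraries per region). Of these, 768 were higher in the ileum and 556 in the jejunum, and 219 and 192 differed by more than 2 on the log2 scale. All 1324 had the same direction in both mice. DESeq2 moved the count most, to 3065 genes, of which 1256 were shared, and with the animal as a block 2972 genes were called, which held all 1324. With library sums thinned to the smallest total, 1491 genes were called (1242 shared), and with a mitochondrial share under 10%, 1311 (1188 shared).

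By the naming rule, the genes highest in the ileum were Fabp6 (ENSMUSG00000020405; log2 fold change 9.64 ± 0.49, fitted value ± SE; 284 ± 123 against 0.344 ± 0.113 CPM), Scd2 (9.50 ± 0.65; 222 ± 124 against 0.290 ± 0.161 CPM), Il18r1 (7.07 ± 0.62), Meg3 (6.51 ± 0.77; 113 ± 94.5 against 1.25 ± 0.226 CPM) and Afp (5.54 ± 0.39; 167 ± 5.78 against 3.54 ± 1.81 CPM). Their adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0129, 0.0144, 0.0145, 0.0192 and 0.0144. Highest in the jejunum were Mfsd2a (ENSMUSG00000028655; -9.13 ± 0.79; 0.577 ± 0.0743 against 324 ± 256 CPM), Cym (-7.50 ± 1.13), Serpina1a (-7.29 ± 0.38; 1.72 ± 0.657 against 269 ± 60.1 CPM), Ltc4s (-6.91 ± 0.72) and Cntnap1 (-6.71 ± 0.62), with adjusted p-values of 0.0145, 0.0273, 0.0129, 0.0167 and 0.0148 by the same edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. Serpina1a has near-identical copies, so its value is uncertain.

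Of the 34 genes from the study's text, 28 were called when adjusted over the list alone, 14 higher in each region, and 17 when adjusted over all genes tested (6 higher in the ileum and 11 in the jejunum). The study chose part of the list on these samples, so it is not independent evidence. In all, 32 of the 34 had the same direction in both mice. The block moved the first count most, to 31, and the second to 29, while DESeq2 called 28 over all genes, so the difference between the lists of calls given below holds for the main test only. The endocytic genes Dab2, Cubn and Amn had log2 fold changes of 0.92 ± 0.18, 0.85 ± 0.19 and 0.32 ± 0.21. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, their adjusted p-values were 0.0449, 0.0593 and 0.367 (0.00528, 0.00823 and 0.199 over the list). Dab2 was at 760 ± 65.1 against 402 ± 74.7 CPM and Cubn at 428 ± 15.5 against 237 ± 55.1 CPM. Amn, at 1486 ± 266 against 1192 ± 242 CPM, had a log2 fold change of -0.07 in the mouse labelled male and 0.71 in the mouse labelled female.

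All 6 genes the study names for the jejunum were called over all genes, among them Fam13a (-6.06 ± 0.63), Cd36 (-6.06 ± 0.18), Paqr9 (-4.50 ± 0.62) and Fcgrt (-2.05 ± 0.16; 1016 ± 133 against 4218 ± 40.8 CPM). Of the 6 tested for the ileum (Ccdc198 had no entry in the feature lists), Afp, Anxa8 (4.42 ± 0.31) and Cpne8 (3.23 ± 0.52) were called over all genes. Over the list alone Cldn8 (4.50 ± 1.02) and Bex4 (3.37 ± 0.85) were called too, while Rarres1 (2.78 ± 1.10) was not, at 0.0562 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lysosomal proteases Ctsb, Ctsh and Scpep1 rose by 0.53, 0.60 and 0.65, called over the list alone. Of 9 trafficking genes, 8 were called lower in the ileum over the list and 5 over all genes, Ap1s3 (-3.56 ± 0.35), Arf4 (-1.23 ± 0.20), Rilp (-1.26 ± 0.23), Clint1 (-0.82 ± 0.16) and Rab8b (-0.78 ± 0.13), with Rab8a (-0.11 ± 0.14) not called. In a further group of 4 genes, Lrp2 (3.15 ± 0.60) was called over all genes and Clta (0.48 ± 0.13) over the list alone. The study reports both as raised in the ileum after loss of Dab2. Prdm1 (0.42 ± 0.23) and Mamdc4 (-0.13 ± 0.18), which it names as neonatal regulators, were called in neither.

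By camera with Benjamini-Hochberg adjustment over 8 sets, 6 sets differed. Sterol synthesis (median log2 fold change 1.72, 21 of 21 genes higher in the ileum; adjusted p = 5.0e-13), ribosomal proteins (0.37, 75 of 78; 3.4e-09) and lysosome (0.50, 60 of 73; 6.7e-09) were higher in the ileum. PPAR targets (-0.82, 7 of 36 higher; 1.3e-05), fat digestion and absorption (-0.69, 4 of 28; 1.3e-05) and transcytosis and recycling (-0.15, 11 of 29; 0.0289) were lower, by camera with the same Benjamini-Hochberg adjustment. Complement (-0.23, 12 of 26; 0.617) and apical endocytosis (0.01, 14 of 27; 0.587) were not called by camera with Benjamini-Hochberg adjustment. Under fry 5 calls held and the one for PPAR targets did not (adjusted p = 0.0709 by fry with Benjamini-Hochberg adjustment). With the correlation estimated from the data none held, the alternative that moved the sets most, and 1 set, ribosomal proteins, had an unadjusted p under 0.05 there (0.0147 by camera). Each of the 6 sets had a median of the same sign in both mice, for sterol synthesis 1.66 in the mouse labelled male and 1.78 in the mouse labelled female.

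In stem/progenitor-like cells, 265 of 12608 genes tested differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 126 higher in the ileum and 139 in the jejunum, with 39 and 35 beyond 2 on the log2 scale (n = 2 libraries per region). All 265 had the same direction in both mice. The sums held 457, 491, 528 and 485 cells and 2882241, 2857020, 3319893 and 3642612 UMIs. With the animal as a block 1258 genes were called, the largest move among the alternatives tried, and these held all 265. Enterocyte-like sums of the same numbers of cells and UMIs gave 1069 called genes.

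By the naming rule, Scd2 (9.07 ± 0.76; 100.2 ± 60.1 against 0.140 ± 0.199 CPM), Fabp6 (7.83 ± 0.46; 75.9 ± 17.2 against 0.308 ± 0.436 CPM), Reg3b (4.13 ± 0.48), Guca2a (3.72 ± 0.39; 355 ± 7.42 against 27.3 ± 21.5 CPM) and Ints6l (3.69 ± 0.34) were highest in the ileum. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their adjusted p-values were 0.000525, 0.000123, 0.00225, 0.00138 and 0.000784. Scd2 and Fabp6 had 1 and 2 jejunal UMIs in this class against 582 and 439 ileal ones, so their fitted changes depend on the prior count, and the ratios of pooled CPM were 706 (95% exact counting interval 126 to 27935) and 266 (73.3 to 2206). Cym (-7.03 ± 0.52; 2.26 ± 0.785 against 300.1 ± 177 CPM), Onecut2 (-5.33 ± 0.53), Fabp1 (-4.34 ± 0.73; 40.05 ± 48.9 against 810 ± 259 CPM), Paqr9 (-3.93 ± 0.57) and Mfsd2a (-3.46 ± 0.73) were highest in the jejunum, with 0.000296, 0.00104, 0.0149, 0.00683 and 0.0412 by the same edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. Reg3b has a close paralog and was raised in ileum replicate 1 alone in enterocyte-like cells (186 CPM against 21.5 CPM or less elsewhere). Enterocyte RNA carried by free RNA or mixed clusters can reach these sums, and its upper bound, 4.30% to 9.34% of the enterocyte-like level, covered 50% or more of the level of 44 called genes, among them Mfsd2a and Paqr9. Dab2 was higher in the ileum here too (1.61 ± 0.21; 128 ± 5.28 against 42.2 ± 14.4 CPM; adjusted p = 0.00382 by the same edgeR quasi-likelihood test and Benjamini-Hochberg adjustment).

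The difference in the regional log2 fold change between the classes was tested itself. Of 18883 genes, 1375 had an interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 806 with a more positive ileum-over-jejunum change in enterocyte-like cells and 569 with a more negative one. Beyond 2 on the log2 scale were 78 of the more positive and 108 of the more negative, the opposite balance. The lack of a count filter moved the number of genes called most, to 2017. With enterocyte-like sums of equal size 1062 genes were called (855 shared), and with a mitochondrial share under 10% 1408 (1194 shared). Of 46 named genes tested, 19 had a called interaction, for instance Serpina1a, at -7.29 in enterocyte-like and -0.52 in stem/progenitor-like cells. Among the 1324 genes called in enterocyte-like cells, 992 were tested in both classes, and 823 of these (82.96%) had the same direction in stem/progenitor-like cells, with a median size of 1.26 against 0.43 on the log2 scale. Both classes come from the same libraries, so shared direction is not independent: as many genes ranked by p in the split by mouse had the same direction for 89.4% of 686 tested genes, and in the split that joins ileum replicate 1 with jejunum replicate 2 for 75.0% of 436. Called in both classes were 141 genes, 140 of them in the same direction. Of the 265 genes called in stem/progenitor-like cells, 264 were tested in both classes and 249 (94.3%) had the same direction. Their median size was 1.31 in enterocyte-like and 1.36 in stem/progenitor-like cells. The gap in size between the classes thus depended on the class in which genes were chosen.

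**Figure D2:**
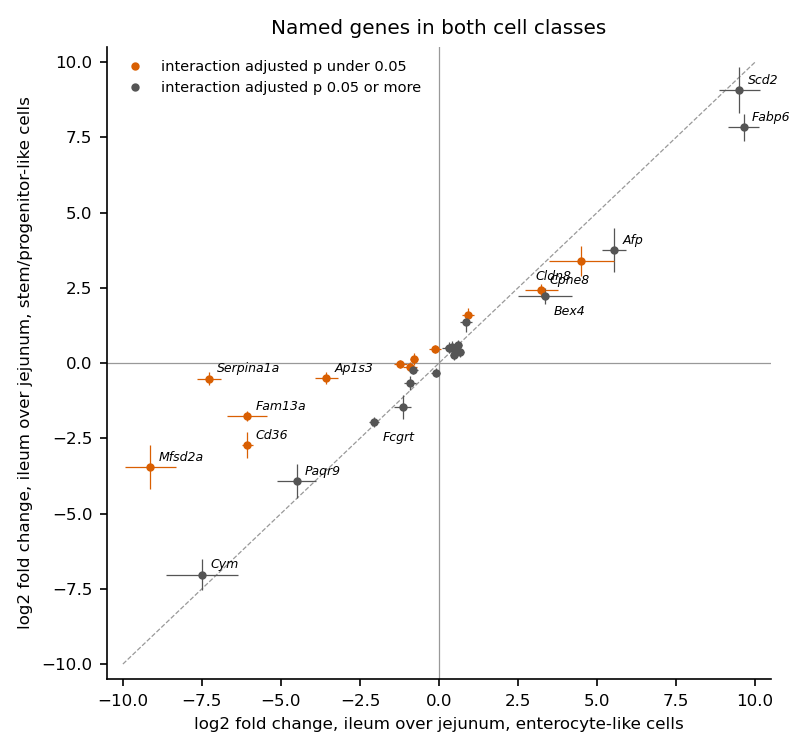
Ileum-over-jejunum log2 fold change of named genes in enterocyte-like against stem/progenitor-like cells, with standard errors. Orange points had a called interaction by edgeR's quasi-likelihood test, the dashed line marks equal change, and Scd2 and Fabp6 had 1 and 2 jejunal UMIs in stem/progenitor-like cells.

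Neighbours were compared without clusters or integration. Of the 30 nearest neighbours of an enterocyte-like cell, 90.5 ± 1.88% came from its own library, 8.70 ± 1.99% from the same region of the other mouse and 0.336 ± 0.151% from the other region of the same mouse (mean ± SD, n = 4 libraries of 4200 cells). The region share exceeded the mouse share by 8.36 ± 2.04 points. For stem/progenitor-like cells (457 per library) the shares were 46.1%, 28.5 ± 2.91% and 13.6 ± 3.26%, a difference of 14.9 ± 2.96 points. The differences cannot be compared in size between the classes, since 90.5% and 46.1% of neighbours came from the own library. Neighbours from the other region of the same mouse were rarer for enterocyte-like cells, at 0.336% against 13.6%. Integration, whose purpose is to merge libraries, moved the differences most, to 10.8 ± 22.3 and 1.90 ± 13.8 points, and thinning to equal depth gave 7.94 ± 1.80 and 6.55 ± 2.53 points. In the main setting the other region of the other mouse gave 0.445 ± 0.486% and 11.8 ± 6.55%. For stem/progenitor-like cells it exceeded the other region of the same mouse in ileum replicate 2 (17.3% against 10.04%) and jejunum replicate 1 (17.6% against 14%). It was lower in ileum replicate 1 (6.14% against 17.8%) and jejunum replicate 2 (6.07% against 12.6%).

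**Figure D3:**
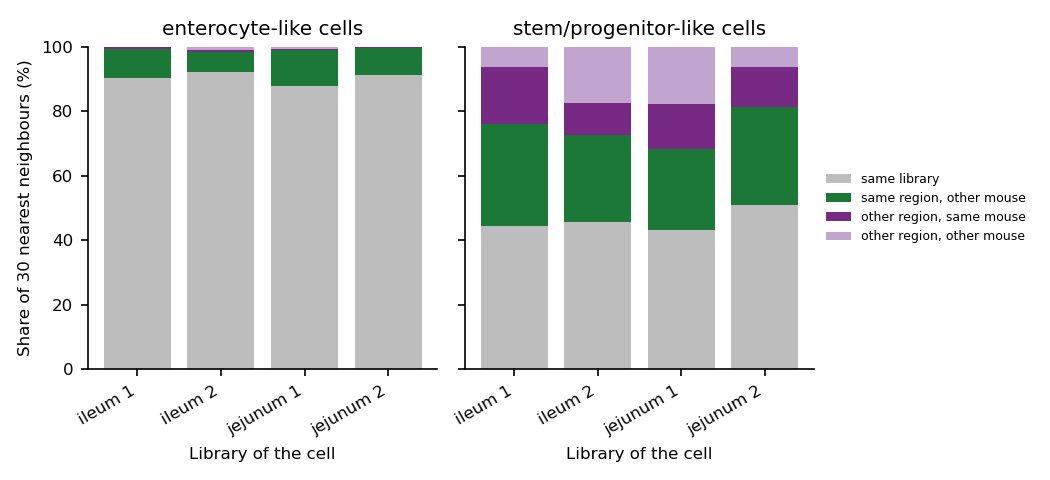
Source of the 30 nearest neighbours of a cell in each library and class, without integration.

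At 2000 UMIs per cell, 63.8 ± 16.1% of enterocyte-like cells had a UMI of Dab2, 44.2 ± 14.5% of Cubn, 88.5 ± 7.45% of Amn and 28.3 ± 15.9% of each of them (mean ± SD, n = 4 libraries; 23698 cells, with 1078 shallower cells left out). In the ileum and jejunum the shares were 76.9 ± 3.41% and 50.7 ± 9.08% for Dab2, 56.1 ± 1.21% and 32.2 ± 7.28% for Cubn, and 93.5 ± 2.98% and 83.6 ± 7.66% for Amn. Without thinning they were 96.1% and 77.8%, 89.5% and 61.2%, and 98.6% and 93.6%, at median depths of 14777 and 12575 UMIs in the ileum and 5027 and 5776 in the jejunum. Depth moved the share with all of them most, from 8.95% at 1000 UMIs to 69.5% without thinning. As a background at the same 2000 UMIs, immune-like cells at resolution 2 had a UMI of Dab2, Cubn and Amn in 7, 2 and 11 of 49 cells (14.3%, 4.08% and 22.4%), and the larger immune-like cluster at resolution 1 in 37.2%, 23.6% and 62.2% of 148 cells. Before thinning, the median depths of the smaller group were 7382 and 3288 UMIs in the ileum and 5061 and 6273 in the jejunum. By region (means of libraries), the larger cluster had 50.6% in the ileum and 13.1% in the jejunum for Dab2. For Cubn it had 29.2% and 14.5%, and for Amn 71.8% and 41.7%. The background thus differed between the regions in the same direction as the enterocyte-like shares. Free RNA and mixed cells add to all these shares.

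Along the villus axis, set by the order of each library's own cells, ribosomal protein counts were lower and lysosome and endocytic counts higher in the last quintile than in the first in all 4 libraries. From the lowest quintile to the highest the log2 ratio was -1.08 ± 0.15 for ribosomal protein genes, 0.90 ± 0.15 for the lysosome set and 0.49 ± 0.18 for Dab2, Cubn and Amn together (mean ± SD, n = 4). The alternatives moved these to at most -0.96, 0.81 and 0.43. Ribosomal protein counts went from 64745 to 29852 CPM in the ileum and from 50605 to 24468 CPM in the jejunum, lysosome counts from 24354 to 44636 and from 17492 to 32900 CPM, and endocytic counts from 2326 to 3055 and from 1287 to 1887 CPM. Between regions at equal cells and UMIs, 690, 845, 1145, 1041 and 1185 genes were called in the successive quintiles by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the animal as a block these counts were 1133, 1075, 1847, 2001 and 2093. Without the block, 268, 342, 477, 418 and 500 were higher in the ileum and 422, 503, 668, 623 and 685 in the jejunum. The jejunal side was larger in each quintile with the block too. In the full enterocyte-like sums the balance was the opposite, at 768 and 556, and stayed so in sums thinned to the smallest total, at 843 and 648. More genes were tested in the full sums (19610) than in any quintile (at most 9924). The order of cells rests on RNA alone, its base genes include Reg3b and Reg3g, which were raised in ileum replicate 1 alone, and the quintiles of the regions need not be the same place on the villus.

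**Figure D4:**
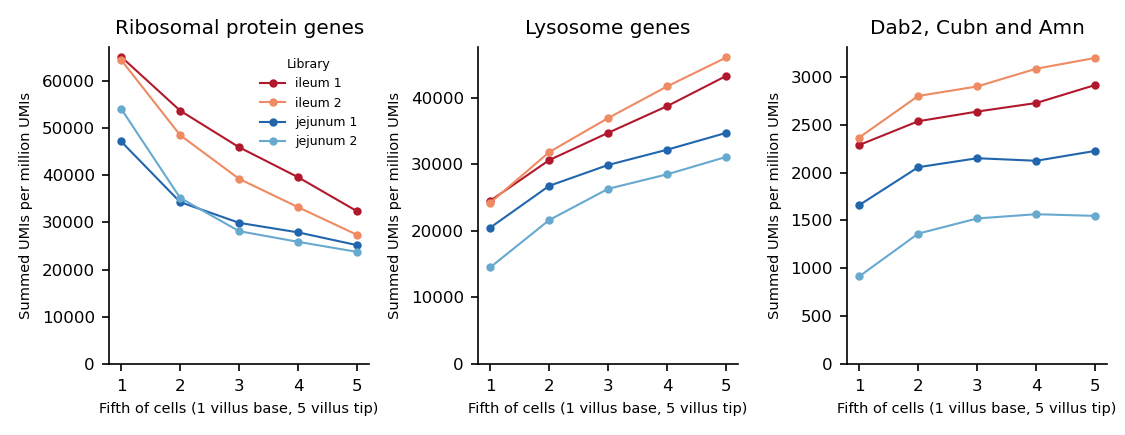
CPM of ribosomal protein genes, the lysosome set and Dab2, Cubn and Amn together in each quintile of the villus axis, per library.

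Osteocalcin genes (Bglap, Bglap2 and Bglap3) gave 10683 and 9150 UMIs in ileal and 2530 and 1270 in jejunal enterocyte-like cells. A UMI was seen in 19.6% (95% exact interval 18.7% to 20.7%) and 17.8% (16.9% to 18.7%) of ileal cells and in 9.90% (9.22% to 10.6%) and 7.10% (6.34% to 7.91%) of jejunal cells, at unequal depth. A single cluster of 1480 cells, 66.4% of them ileal, held 82.9% (82.2% to 83.6%), 76.2%, 79.3% and 77.7% of these UMIs in ileum replicates 1 and 2 and jejunum replicates 1 and 2. The genes helped to form this cluster, so its share is a description and not a test. At an equal 2000 UMIs the shares were 10.7% in the ileum and 5.35% in the jejunum, against 2.04% of immune-like cells at resolution 2 (1 of 49) and 4.73% of the larger immune-like cluster at resolution 1 (7 of 148), close to the jejunal share. Bglap3 was higher in the ileum (2.09 ± 0.18; adjusted p = 0.0145 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Bglap2 (0.78 ± 0.18) was called over the list alone and Bglap (0.48 ± 0.28) was not called. Reads can be exchanged between these near-identical copies, so the values of single copies are uncertain, and leaving out doublets moved the ileal share in the cluster to 79.5% at the lowest.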

Values the study reported

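After its filters the study kept 30,521 cells, of which 14,719 came from the jejunum and 15,802 from the ileum. It described 14 cell populations, 10 of them enterocyte clusters, and said that stem cells came equally from the regions. In its cluster 6, an otherwise ileal group, about 25% of the cells were jejunal. Dab2, Cubn and Amn were said to be expressed in over 85% of enterocytes.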

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

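The tests of sum size, scaling, depth, damaged cells and position along the villus in this part were chosen after the results had been seen, except those of damaged cells for the level of sterol and ribosomal genes in enterocyte-like cells, which were chosen before like that of enterocyte RNA. The thinned sums and the stricter mitochondrial limit for region genes were themselves fixed in advance as alternatives.

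What drew a closer look was a difference between the cell classes in the regional effect, tested as an interaction of region and class. It was called for 1375 of 18883 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Enterocyte-like sums held more cells and UMIs than stem/progenitor-like sums, and this alone was argued against as the whole cause: with enterocyte-like sums of as many cells and UMIs, 855 of the 1375 genes were called again among 13144 tested. Damaged cells in the jejunal libraries were argued against as the whole cause too, since 1194 were called again at a mitochondrial share under 10%. The 100 most abundant genes would, with no factors, shift all others by at most 0.089 on the log2 scale, while the smallest called difference was 0.47, which argues against scaling by a few abundant genes as the whole cause. Classes from clusters integrated over the mice gave 1350 calls, of which 925 were shared, with a cluster of 977 cells named stem/progenitor-like without any of its markers among 10 leading genes, so a part of the list depended on how cells were classed. Without each library in turn, 1373 to 1374 of the genes kept their direction, a weak check since they were called on the same libraries.

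Among named genes, the difference of the log2 fold change in enterocyte-like cells from that in stem/progenitor-like cells was called for 19 of 46. It was negative for Serpina1a (-6.77), Cntnap1 (-5.92), Mfsd2a (-5.68), Ltc4s (-4.68), Fam13a (-4.43), Cd36 (-3.28), Ap1s3 (-3.08), Arf4 (-1.17), Rab8b (-0.91), Yif1a (-0.78), Dab2 (-0.68) and Mamdc4 (-0.58). It was positive for Fabp1 (0.87), Cpne8 (0.95), Cldn8 (1.21), Lrp2 (2.59), Meg3 (3.04), Il18r1 (4.40) and Rarres1 (4.66). Many of these genes were named for a large fold change in enterocyte-like cells, which raises the size of the difference by selection. For Serpina1a, reads shared with near-identical copies were not tested.

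Enterocyte RNA carried into stem/progenitor-like sums would give these the regional effect of enterocyte-like cells, and so could lower an interaction or create a call in the stem/progenitor-like class. Markers of enterocytes set an upper bound on it of 4.30%, 6.12%, 9.21% and 9.34% of the enterocyte-like level in ileum replicates 1 and 2 and jejunum replicates 1 and 2. For 221 of the 265 genes called in stem/progenitor-like cells, the bound reached less than 50% of the level in the higher region, for instance 1.44% for Cym, 2.80% for Onecut2, 14.3% for Scd2 and 35.9% for Fabp6, which argues against carried RNA as their whole source. For the other 44, among them Mfsd2a (160%) and Paqr9 (174%), carried RNA and expression in the class cannot be told apart, since the bound is only an upper limit. They include 5 of the markers, and Fabp1 and Lct set the bound themselves, so the value for Fabp1 is fixed by construction and tests nothing. A regional difference between stem/progenitor-like cells remained open for them as for the rest, as untested.

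Region genes in enterocyte-like cells were weighed too, since 514 of the 992 tested in both classes had a called interaction. Lower depth of the jejunal libraries was argued against as their whole cause, with 1242 of 1324 genes called again after library sums were thinned to the smallest total. So were damaged cells in the jejunal libraries, with 1188 called again at a mitochondrial share under 10%, and scaling, with a shift of at most 0.11 from the 100 most abundant genes against a smallest called change of 0.60. Region itself, with all that differs along the gut of a mouse, stayed open as the biological explanation and was not tested apart from handling of the segments, for which the labels give no value.

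Sets of genes also differed between classes. In sterol synthesis, 13 of 21 genes had a called interaction toward a higher ileal level in enterocyte-like cells and none the other way, with 21 of 21 fitted differences positive. The set's median log2 fold change was 1.72 in enterocyte-like and 0.41 in stem/progenitor-like cells. Damaged cells in the jejunal libraries were argued against as the whole cause: at a mitochondrial share under 10%, the lower of the mice still had a median of 1.61 in enterocyte-like cells and a median difference between the classes of 0.95. Among ribosomal protein genes 34 of 78 had a called interaction in that direction and 1 in the other, with medians of 0.37 and -0.08. At the stricter mitochondrial limit the lower of the mice had a median of 0.33 in enterocyte-like cells and a median difference of 0.36, which argues against damaged cells as the whole cause. In the lysosome set 16 of 73 were called in that direction and 1 in the other, with medians of 0.51 and 0.26. At the stricter mitochondrial limit the lower of the mice had a median of 0.42 in enterocyte-like cells, against 0.47 in all kept cells. This argues against damaged cells as the whole cause of the higher ileal level. The median difference between the classes went from 0.21 to 0.19 in the mouse labelled male and from 0.27 to 0.15 in the mouse labelled female. It has no spread and 52 of 73 fitted differences were positive, so damaged cells stayed open as its cause.

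Since ribosomal protein counts decreased along the villus axis, a candidate explanation of their higher ileal level is that ileal enterocyte-like cells lay lower on the villus. Within quintiles the median log2 fold change of the set was 0.21, 0.43, 0.49, 0.37 and 0.26, and the lowest value over quintiles and mice was 0.042, in the first quintile of the mouse labelled female. The quintiles were set within each library and need not match between regions, so position and a regional difference cannot be told apart for this set. A biological difference between the regions stayed open as untested.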

How the results depend on the processing

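The fits that leave out 1 library for the interaction, gene sets, secretory and immune shares, detection, villus axis and osteocalcin, and those with classes from integration over the mice, the highest 6% of Scrublet scores left out, the unnamed clusters added, equal sums, no integration or a mitochondrial share under 10% for the interaction, the block with fry or an estimated correlation, and the block per quintile, were chosen after the data had been seen.

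Over 19 main results and 152 comparisons with an alternative, 129 were labelled the same. For counts of calls this meant within 1.5 times of the main count, and for other values within the spread between libraries. For the stem/progenitor-like share under another setting it meant the same sign alone. Of the others, 3 were weaker, 6 were stronger, 14 moved and 0 reversed. Counts of calls and the goblet-like, enteroendocrine-like and immune-like shares could not be labelled reversed, so for them the 0 was fixed in advance. The uncalled stem/progenitor-like, immune-like and enteroendocrine-like differences did change sign as given below. Where no cause is named, the cause was not tested.

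The block by animal, which pairs the libraries of a mouse, raised the called genes in enterocyte-like cells from 1324 to 2972 and in stem/progenitor-like cells from 265 to 1258, and in both the main genes were all called again. It raised 4 of the 5 counts per quintile by more than 1.5 times, made 12 of 41 named genes in enterocyte-like and 2 of 22 in stem/progenitor-like cells pass the threshold, and changed no other call for a gene. Alone it left the 6 gene sets called. With fry it left 3 sets, ribosomal proteins, transcytosis and recycling, and PPAR targets, which fry without the block had not called. Their adjusted p-values by fry with Benjamini-Hochberg adjustment were 0.0224, 0.0375 and 0.0061. Lysosome, sterol synthesis, and fat digestion and absorption lost their call (0.0933, 0.0501 and 0.0501 by fry with the same adjustment). With the correlation estimated from the data the block left 0 sets, as that correlation did without the block (0 sets). At an unadjusted p under 0.05 stood 1 set without the block, ribosomal proteins at 0.0147, and none with it, where their p was 0.0815. A simulated shift of 0.5 was also missed by fry and by the estimated correlation at these sample numbers.

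DESeq2 called 3065 genes in enterocyte-like cells. In stem/progenitor-like cells, no filter on low counts gave 470 genes with 24276 tested instead of 12608, and classes from integration over the mice also gave 470 (231 shared, 31.3% higher in the ileum against 47.5%), with a cluster of 977 cells in the class that had 0 of its markers among 10 leading genes. Enterocyte-like sums of as many cells and UMIs gave 1069 genes, of which 155 were shared, so the count for stem/progenitor-like cells does not follow from their depth alone. Leaving aside DESeq2, the block and these smaller sums, between 1303 and 1725 genes were called in enterocyte-like cells under the alternatives. Of the list, 27 to 29 genes were called (31 with the block). Counts for the interaction ranged from 1062 to 2017 over its alternatives.

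Differences in the share of goblet-like cells went from -0.0643 to -0.967 points with no upper limit on genes, where a cluster of 523 cells with 0 goblet markers among its 10 leading genes took the name, and to -0.0505 at resolution 2, with 21 cells in the main clusters. The immune-like difference, 0.176 points, was -0.108 with no upper limit and -0.102 at resolution 2, so its sign was not stable. Nor was that of the enteroendocrine-like difference, at 0.145 points in the main clusters and -0.300 points at a mitochondrial share under 10%. Integrated components gave neighbour differences of 10.8 points in enterocyte-like and 1.90 points in stem/progenitor-like cells, where merging libraries is what integration does, and thinning gave 6.55 points in stem/progenitor-like cells. Detection followed depth by construction: without thinning and at 1000 UMIs the shares of cells were 86.9% and 41.1% for Dab2, 75.4% and 26.6% for Cubn, 96.1% and 68.9% for Amn, and 69.5% and 8.95% for each of them. The depth of the jejunal libraries therefore limits these shares.

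Across the 4 fits that each left out 1 library, all 1324, 265 and 28 called genes of the enterocyte-like, stem/progenitor-like and list comparisons kept their direction, as did the 6 sets. The genes were called on the same libraries for a change that is large against their spread, so their kept direction is a weak check. The stem/progenitor-like difference ranged from -2.46 to 0.149 points, positive without jejunum replicate 2, and the immune-like difference from -0.0236 to 0.375, negative without ileum replicate 1. The other ranges were 0.0553 to 0.234 points for enteroendocrine-like and -0.0672 to -0.0613 for goblet-like cells, 58.6% to 70.3% for Dab2, 39.9% to 49.9% for Cubn, 86.2% to 92.0% for Amn and 23.8% to 34.3% for each of them. Log2 ratios along the villus axis ranged from 0.84 to 0.95 for lysosome, -1.14 to -1.03 for ribosomal and 0.40 to 0.54 for endocytic counts, and the osteocalcin share from 76.2% to 82.9%, over the 2 fits possible.

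Among single genes, 29 other comparisons changed in enterocyte-like cells under settings without the block (1 weaker, 28 stronger of 492) and 9 in stem/progenitor-like cells (4 weaker, 5 stronger of 220). Among single sets, 7 of 24 were weaker without the block and 9 of 24 with it. When 1 library was left out, 50 of 164 gene values in enterocyte-like cells, 29 of 88 in stem/progenitor-like cells and 17 of 32 set medians moved by more than their standard error or spread, and none reversed.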

Other observations

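Apart from the test of free RNA for the 4 genes raised in 1 mouse, which was chosen before its result was seen, the tests in this part were chosen after.

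Sex-linked genes went against the label of each mouse. Cells of both sexes in 1 library were argued against, since the highest Eif2s3y level in a library with high Xist was 0.154% of the mean in the other mouse. An exchange of 1 library between the mice was argued against too: Xist differed by at most 1.28 times between the libraries of a mouse, while the lowest level in one mouse was 514 times the highest in the other. All 4 libraries had the Xist and Eif2s3y levels of the other sex, a result consistent with exchanged sex labels, which may have been made at any step from the animal to the record. Uty, at 142 CPM in jejunum replicate 1 but 1.26 CPM in ileum replicate 1, and Ddx3y, at 113 and 84.7 CPM in the ileum and jejunum of the mouse labelled male against 235 and 190 CPM in the other mouse, did not go with Eif2s3y and Kdm5d, and the sources of both were not tested. Since the sex labels enter no region comparison, region results are not touched.

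The genes Cmss1, Gphn, Cdk8 and Lars2, singled out after their values were seen, were raised in both libraries of the mouse labelled male. Cmss1 was at 1968 and 2015 CPM there, against 105 and 255 CPM in the other mouse (ileum and jejunum), and Gphn at 570 and 599 against 141 and 167 CPM. Cells with the fewest UMIs had more of these genes, with a ratio of the lowest to the highest quintile of cells of 2.42 and 3.23 in the mouse labelled male and 3.64 and 8.45 in the other mouse (ileum and jejunum). The value of 3.23, as well as the others, is what free RNA taken up by droplets would give as a part of the source. The ratios were higher in the mouse where the genes were not raised, and genes at like levels were not compared. They therefore cannot tell whether free RNA lies behind the difference between the mice. The lowest of 4 cell classes had 49.3% of the level of the highest (median of the genes), which left RNA of 1 cell class open, since neither a level alike in all classes nor 1 source stood out. The difference between mice was at least 3.58 times in each gene and region, and batch, animal and sex cannot be told apart behind it because they split the libraries in the same way.

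In enterocyte-like cells, 15 genes were at least 8 times higher in a single library than in every other (with 0.5 CPM added), 5 in ileum replicate 1, 5 in ileum replicate 2, 1 in jejunum replicate 1 and 4 in jejunum replicate 2. They include Reg3b, Reg3g and Saa1 in ileum replicate 1, Trim43c (249 against at most 0.162 CPM) in ileum replicate 2, and Myo5a (552 against at most 0.908 CPM) and Calb1 (108 against at most 0.222 CPM) in jejunum replicate 2. These genes were not raised in the other segment of the same mouse, so the sex or strain of the animal alone would not account for them. As a set, the lowest of 4 cell classes had a median of 66.5% of the level of the highest, against 13.8% to 16.02% for enterocyte markers, and 11 of the 15 genes were at 50% or more. Expression in 1 of these 4 captured classes was thus argued against for the set, though not for Reg3b, Reg3g, Saa1 and Gm28588, which were at 3.94% to 31.4%. Free RNA, from lost or lysed cells for instance, would be spread over all classes. In the quintile of enterocyte-like cells with the fewest UMIs the median level was 1.70 times that in the quintile with the most, and stood at a median percentile of 97.4 among genes at like levels, which is consistent with free RNA taken up by droplets as a part of the source. The 4 uneven genes had ratios of 0.604 to 0.899 instead. Another candidate explanation for the even genes is sequence made in library preparation. Their evenness stood at a median percentile of 80.8 among genes at like levels, with 6 genes above the 90th, too little to tell such sequence apart from expression in all classes. A difference between the segments of a mouse, such as a local response, was not tested.

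Osteocalcin UMIs lay in few cells in each library, jejunal libraries included. Free RNA taken up by droplets would be spread over cells by depth, and 73.9%, 64.4%, 27.2% and 24.2% of enterocyte-like cells would then have such a UMI (ileum replicates 1 and 2, jejunum replicates 1 and 2). Only 19.6%, 17.8%, 9.90% and 7.10% did, with a lowest ratio of 2.75, which argues against free RNA as the whole source. It could account for a part of the 4.08% to 12.4% of cells with such a UMI outside the cluster that held most of them. Whether that cluster is a cell state or a place along the villus was not tested.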
